A study of Homo sapiens with 9 samples. Its data were reported in "Glutamine Deprivation Triggers Tribbles Homolog 3 Dependent G‐Quadruplex Resolution to Maintain DNA Repair and Tumor Survival" (2026).

How the data were processed

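RNA-seq libraries came from HepG2, a human liver cancer cell line. Cells were infected with a lentivirus carrying a control short hairpin RNA (shCtrl) or 1 of 2 hairpins against TRIB3 (shTRIB3-1 and shTRIB3-2), and infected cells were selected with puromycin. There were 3 groups of 3 libraries, and each library was assigned to its group and replicate number by its label. TRIB3 encodes a pseudokinase that is induced when cells run short of amino acids.

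The values used were FPKM (fragments scaled for the length of the gene and for the number of mapped fragments of the library), computed and deposited by the authors as 1 column per library and 1 line per gene symbol. By the study's methods, paired-end reads were aligned to GRCh38 with STAR and the authors tested differential expression with DESeq2. The counting program, the annotation release and whether counting used the strand are not stated. FPKM removes differences in depth and gene length by a single factor each. It does not correct for a change in composition, so a large rise of a few abundant genes lowers every other FPKM value in that library. The methods describe RNA from glutamine-deprived HepG2 cells and a strand-specific library kit. The labels of these 9 libraries name high-glucose medium with serum, no glutamine withdrawal and a different library kit. The study's discussion places the altered repair pathways after TRIB3 loss in cells that were not deprived, which with the labels points to full medium. The methods still leave the medium at harvest uncertain. These libraries alone cannot separate an effect of TRIB3 in full medium from an effect during starvation. By qPCR, the study reported lower homologous recombination transcripts after TRIB3 knockdown in standard medium and also under deprivation.

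The fragment total of each library, used here as its depth, was worked out from the FPKM values. Within a gene, the values of the 9 libraries are whole numbers of fragments divided by 1 gene length and by each library's total, and both were solved for. Of 172769 values above 0, 100% came out within 0.02 of a whole number of fragments. As a check on chance, 995 of 1000 genes gave whole numbers in the 9 libraries at 1 length, against 172 of the same genes after the values of 1 library were shuffled. On simulated tables, the totals of 9 of 9 libraries and every count of 99.75% of 16878 genes came back exactly. Totals ran from 34206726 to 36311029 fragments, a ratio of 1.06 between the deepest and the shallowest library. The fragments of all genes made up 99.95% of the total in each library. The totals are therefore close to the fragments assigned to genes, and the numbers sequenced or mapped are not known from them. At this depth the smallest changes are limited by the spread between replicates more than by counting for well-expressed genes, and by counting for genes with few fragments, for which fragment numbers are given beside FPKM. Fragments were counted without molecular identifiers, so counting error is a lower limit on the error of a single library.

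Replicates were compared before averaging. The mean chi-square per degree of freedom between pairs of replicates was taken over genes averaging at least 10 fragments per library of the pair. It ran from 3.15 to 7.46, so every pair differed by more than sampling noise and no library was a copy of another.

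Genes were tested when their FPKM was at least 1 in at least 3 of the 9 libraries, which kept 11265 of 24204 symbols. Values were taken as log2(FPKM + 0.1), and all fold changes are on that scale, which understates the change of genes with low FPKM. A model with 3 group means was fitted to all 9 libraries with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a mean-variance trend. P-values are two-sided and were adjusted over all tested genes by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 with an absolute log2 fold change above 1. The comparisons were shTRIB3-1 against shCtrl, shTRIB3-2 against shCtrl, shTRIB3-2 against shTRIB3-1, and the genes called in the same direction with both hairpins. Because both hairpins were compared with the same control libraries, 100 data sets were simulated in which no gene changed, to give the correlation and the overlap that the shared controls produce alone. A count model was not the main test because the deposited values are not counts.

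Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, two-sided. The lists were 8 KEGG pathways in 3 comparisons (homologous recombination, mismatch repair, base excision repair, nucleotide excision repair, Fanconi anemia, non-homologous end joining, DNA replication and cell cycle), adjusted over 24 tests, and 6 other lists (S phase genes, G2/M phase genes, p53 targets, ATF4 targets, interferon-stimulated genes and hepatocyte secreted proteins), adjusted over 18 tests. The KEGG memberships and the S and G2/M phase lists were written down from recall and the remaining lists from general knowledge, and none was compared with a current database, so single members may differ from the current pathways. A one-sided Fisher's exact test asked whether each KEGG list was over-represented among genes called lower with both hairpins, against all tested genes, adjusted over 8 tests. The study named repair pathways in these same libraries and then followed single repair genes, so adjustment over that list of genes alone is not independent evidence. Lists written later for the closing section cover acute-phase genes, other hepatocyte proteins, heat shock factor 1 targets and X-linked cancer-testis genes.

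The genes named are TRIB3, 4 genes the study followed by other assays (BRCA1, RAD51AP1, PARP1 and DDX5; another is not reported here), 4 starvation-response genes (ASNS, DDIT3, SESN2 and CEBPB), and the 5 largest rises and 5 largest falls by mean log2 fold change over both hairpins. The latter were taken among genes called in both hairpins in the same direction, with every knockdown library beyond every control library and a mean of at least 5 FPKM in the higher of control and knockdown. The groups, the comparisons, the tests, the first 14 gene lists, this naming rule and all but 2 of the alternatives were fixed before the data were examined.

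Alternatives were pseudocounts of 1 and 0.01, all genes above 0, a filter at FPKM of at least 5, rescaling to TPM, quantile normalization, centring each library on its median, only the libraries of the 2 groups compared, the replicate number as a block, no mean-variance trend, unadjusted p-values, no fold-change threshold, and each of the 9 libraries left out in turn. For lists they were camera with an estimated correlation, fry, preranked enrichment with fgsea 1.28.0, and lists without cell cycle members. The 2 alternatives added after the data were seen were limma voom on the recovered fragments, and the same on all genes above 0 with unadjusted p-values. In simulated data, 200 genes among 11265 were changed alike in both hairpins, all beyond the fold threshold of 1. Of these, 99.5% were called in both hairpins in the right direction. None of the unchanged genes was called in both, and 0 of 150 tests of unchanged lists passed. Noise was drawn for each gene independently, so the simulation tests neither smaller changes nor lists whose genes vary together.

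Coordinates are from GENCODE release 44 on GRCh38, the build of the alignment, and 19367 of the 24204 symbols matched it. Overlapping annotation makes some values uncertain, since counting by strand is not stated. Another gene on the same strand covers 49.3% of the exon bases of ASNS and 31.7% of those of SERPINA3. A gene on the opposite strand covers 43.2% of the exon bases of APOA4, 27.2% of DDIT3 and 12.6% of CEBPB. HP, SPANXB1 and HSPA6 have near-identical relatives that could share fragments. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.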

Results

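RNA-seq was used to ask which transcripts depend on TRIB3 in HepG2 liver cancer cells, and whether DNA repair genes are among them. The data comprised 9 libraries, with 3 each from cells carrying a control hairpin (shCtrl) and each of 2 hairpins against TRIB3 (shTRIB3-1 and shTRIB3-2). Depth, taken as the recovered total, was 35974264 ± 292350 fragments in shCtrl, 34431223 ± 315125 in shTRIB3-1 and 34702956 ± 455215 in shTRIB3-2 (SD, n = 3 each). Mitochondrial genes took 5.57% ± 0.463 of fragments in shCtrl, 6.60% ± 0.374 in shTRIB3-1 and 6.78% ± 0.389 in shTRIB3-2 (SD, n = 3 each). Across tested genes, the Pearson correlation of log2 values was 0.996 to 0.997 between replicates. It was 0.921 to 0.935 between control and knockdown libraries and 0.981 to 0.983 between the hairpins. The first principal component held 80.02% of the variance and the second 13.3%. The labels give no batch or sequencing date, so no comparison within batches could be made.

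TRIB3 was measured first as a check of the labels. The gene lies on chromosome 20 from 362835 to 397559 on the plus strand (GRCh38, protein-coding, ENSG00000101255.12), and the gene length behind its FPKM came out as 3088 bases. TRIB3 stood at 66.8 ± 1.08 FPKM in shCtrl, 33.6 ± 0.76 in shTRIB3-1 and 20.5 ± 0.171 in shTRIB3-2 (SD, n = 3 each), from 2175 to 7504 fragments per library. The knockdowns thus retained 50.3% and 30.8% of the control level. By limma, the log2 fold change was -0.99 with shTRIB3-1 (SE 0.030, adjusted p 5.30e-11) and -1.70 with shTRIB3-2 (SE 0.030, adjusted p 5.39e-13). The fall with shTRIB3-1 was just short of the fold-change threshold of 1. The 2 hairpins differed from each other, with TRIB3 lower in shTRIB3-2 by a log2 fold change of -0.71 (adjusted p 9.54e-09). Centring each library on its median moved the shTRIB3-1 value most, to -0.91, while rescaling to TPM gave -1.04.

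Knockdown changed many transcripts. Of 11265 tested genes, limma called 1294 with shTRIB3-1 (607 higher and 687 lower) and 1389 with shTRIB3-2 (683 higher and 706 lower). Regardless of fold change, 8379 and 8552 genes had an adjusted p under 0.05, so the fold-change threshold set the number of calls. Adding 1 in place of 0.1 before taking logs gave 780 and 888 calls. Both hairpins called 1021 genes in the same direction, with 487 higher and 534 lower, and 1 gene in opposite directions. Which direction was the more frequent depended on scaling, since centring each library on its median gave 687 higher and 576 lower with shTRIB3-1, 754 and 644 with shTRIB3-2, and 537 and 463 in both. Leaving out replicate 2 of shTRIB3-2 gave 706 higher and 679 lower with that hairpin. The shared genes were 78.9% of the shTRIB3-1 calls and 73.5% of the shTRIB3-2 calls, while 272 and 367 genes were called with 1 hairpin only. Across tested genes, the log2 fold changes of the hairpins correlated with a Pearson r of 0.894 and a Spearman rho of 0.895, and 86.3% of genes had the same sign. Genes are not independent replicates, so these carry no p-value. Because both contrasts use the same controls, unchanged groups gave a mean r of 0.498 (range 0.448 to 0.543 over 100 simulations) and 66.7% of genes with the same sign. None of those simulations called a gene in both contrasts, and at most 1 gene was called in a single contrast.

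**Figure D1:**
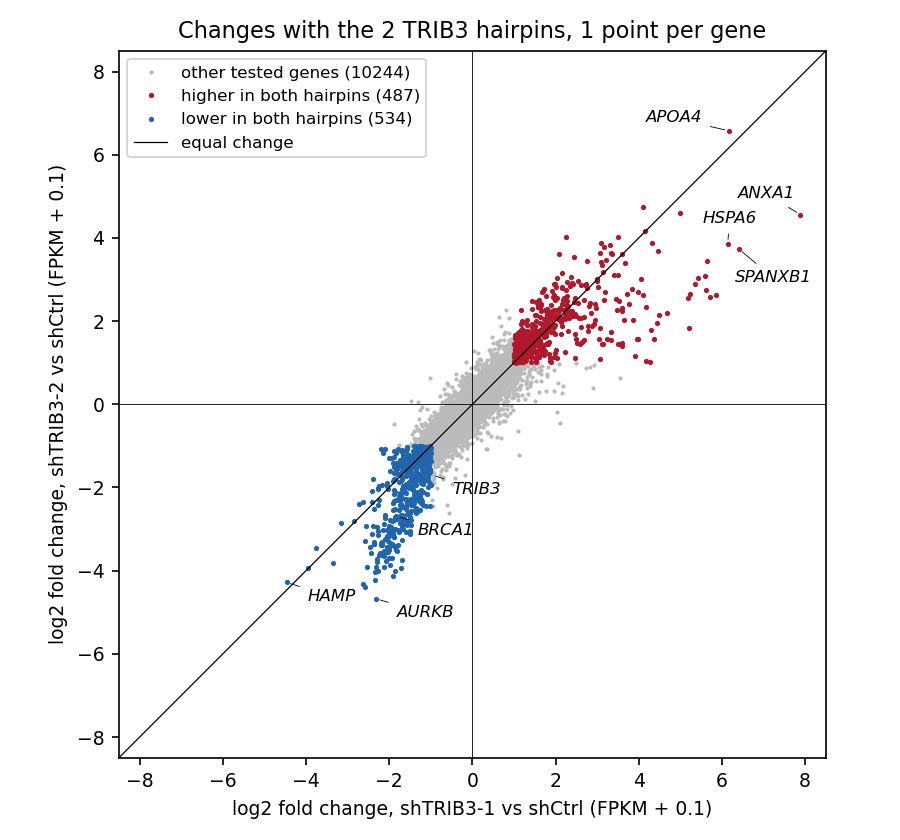
Log2 fold change against shCtrl of each of the 11265 tested genes with shTRIB3-1 (horizontal axis) and shTRIB3-2 (vertical axis), on the log2(FPKM + 0.1) scale, with 487 genes higher in both hairpins in red, 534 lower in both in blue and the diagonal marking equal change. Genes lie along the diagonal with a Pearson r of 0.894, and strong falls such as that of AURKB (-2.32 and -4.67) lie below it.

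The study followed several genes by other assays, and the transcripts of 4 of them were read next. BRCA1 (chromosome 17, 43044295 to 43170245) fell from 6.27 ± 0.272 FPKM to 1.70 ± 0.202 and 0.886 ± 0.0190, log2 fold changes of -1.83 and -2.69 (limma adjusted p 3.12e-09 and 8.49e-11). RAD51AP1 (chromosome 12, 4538798 to 4560047) fell from 8.85 ± 0.526 FPKM to 1.99 ± 0.235 and 1.33 ± 0.270, log2 fold changes of -2.10 and -2.66 (adjusted p 1.34e-08 and 1.34e-09). PARP1 (chromosome 1, 226360210 to 226408154) fell from 47.3 ± 0.441 FPKM to 26.3 ± 0.0958 and 26.1 ± 0.632, log2 fold changes of -0.85 with each hairpin (adjusted p 1.72e-10 and 1.16e-10), short of the fold-change threshold. DDX5 (chromosome 17, 64498254 to 64508199) rose slightly, from 172 ± 3.25 FPKM to 193 ± 6.10 and 205 ± 2.04, log2 fold changes of 0.16 and 0.25 (adjusted p 3.96e-04 and 1.01e-05). All spreads are SD with n = 3. In each hairpin, 4 of 4 genes had an adjusted p under 0.05 over all tested genes, and 4 of 4 adjusted over the list alone. Between the hairpins, 3 of 4 differed by either adjustment. PARP1 did not, with an adjusted p of 0.857. The DDX5 difference between the hairpins (0.09, adjusted p 0.0356) lost its call under some alternatives, without replicate 1 of shTRIB3-1 (adjusted p 0.143), and without replicate 1, 2 or 3 of shTRIB3-2 (0.0583, 0.0713 and 0.0998). A pseudocount of 1 moved BRCA1 most, to -1.43 and -1.95.

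**Figure D2:**
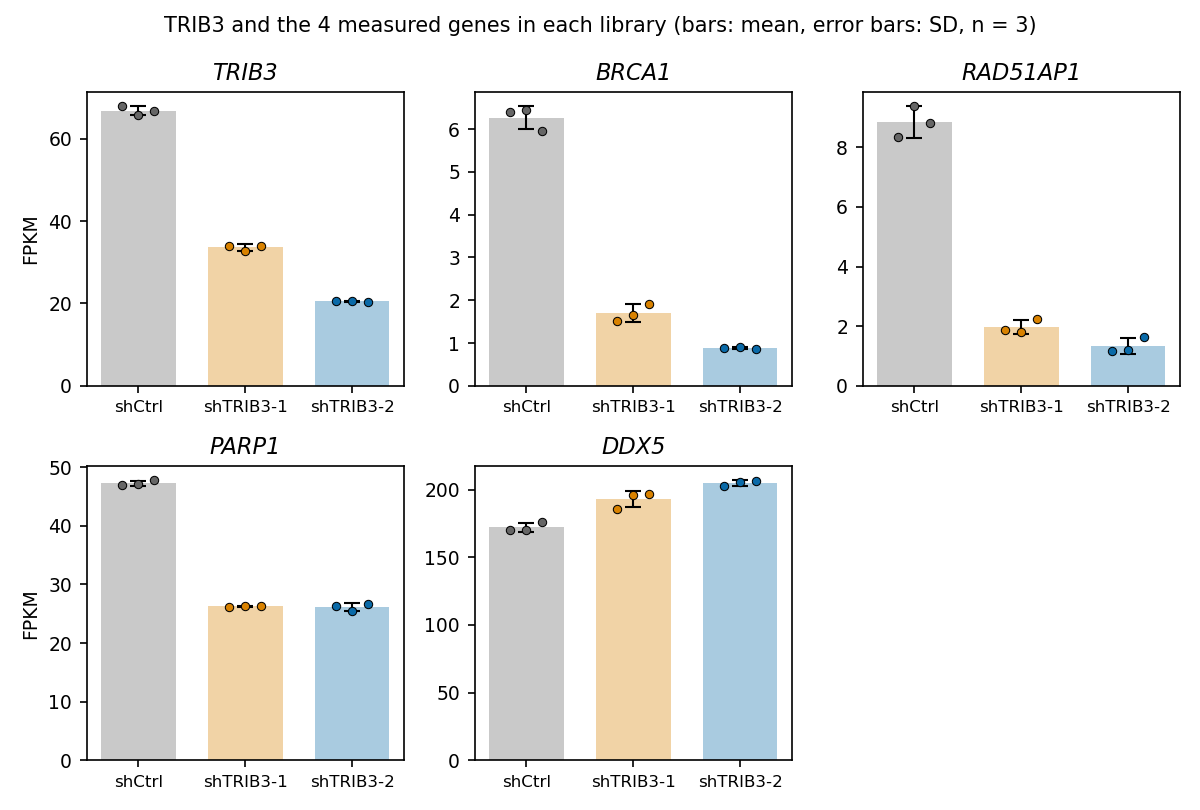
FPKM (vertical axis, from 0) of TRIB3, BRCA1, RAD51AP1, PARP1 and DDX5 in shCtrl, shTRIB3-1 and shTRIB3-2, with bars for the mean, error bars for the SD (n = 3) and a point for each library. TRIB3 falls from 66.8 to 33.6 and 20.5 FPKM, PARP1 is at 26.3 and 26.1 with the hairpins, and DDX5 rises from 172 to 193 and 205.

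Starvation-response genes did not move together. DDIT3 rose from 18.4 ± 0.528 FPKM to 21.7 ± 1.42 and 31.7 ± 1.75, log2 fold changes of 0.24 and 0.78 (limma adjusted p 0.00137 and 4.04e-08), though 27.2% of its exon bases overlap another gene on the opposite strand. CEBPB changed by -0.12 and -0.28 on the log2 scale (adjusted p 0.00701 and 9.88e-06), with 12.6% of its exon bases overlapped by an antisense gene. Centring each library on its median moved CEBPB with shTRIB3-1 most, to -0.04, which no longer passed. SESN2 changed by -0.14 (adjusted p 0.0284) and -0.12 (adjusted p 0.0533), and several alternatives, among them leaving out single libraries, moved it across the threshold. ASNS was below the expression filter, at 25 to 38 fragments per shCtrl library, 24 to 28 in shTRIB3-1 and 4 to 7 in shTRIB3-2, and 49.3% of its exon bases are shared with another gene on the same strand. Fitted with all genes above 0, ASNS changed by -0.11 with shTRIB3-1 (adjusted p 0.611) and -1.28 with shTRIB3-2 (adjusted p 1.48e-04).

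The DNA repair and cell cycle pathways were tested as lists. By camera, 23 of 24 tests passed. The homologous recombination list of 37 tested genes had median log2 fold changes of -0.51 and -0.80 (adjusted p 5.59e-05 and 4.05e-05), with 33 and 31 genes lower. Mismatch repair, with 22 genes, had medians of -0.70 and -0.90 (adjusted p 3.80e-04 and 5.59e-05), with 18 and 19 genes lower. Base excision repair, with 44 genes, had medians of -0.51 and -0.63 (adjusted p 2.40e-04 and 6.67e-05), with 35 genes lower in each. Nucleotide excision repair, with 54 genes, had the smaller medians of -0.19 and -0.31 (adjusted p 0.00172 and 6.32e-04), with 42 and 40 genes lower. The Fanconi anemia list of 47 genes had medians of -0.47 and -0.63 (adjusted p 2.13e-04 and 6.67e-05), with 39 and 37 genes lower. Non-homologous end joining, with 12 genes, had medians of -0.31 and -0.25 (adjusted p 0.0171 and 0.0110), with 11 genes lower in each. DNA replication had the lowest medians of these 8 lists, at -1.18 and -1.66 over 35 genes (adjusted p 5.85e-08 and 9.91e-10), with 32 genes lower in each. The cell cycle list of 113 genes had medians of -0.36 and -0.41 (adjusted p 2.43e-05 and 9.19e-07), with 85 and 89 genes lower. In shTRIB3-2 against shTRIB3-1, 7 of the 8 lists were lower and end joining was not (median -0.07, adjusted p 0.113). With an estimated inter-gene correlation 18 of 24 tests passed, the calls not kept being end joining with each hairpin, cell cycle with shTRIB3-1, and homologous recombination and nucleotide excision repair between the hairpins. Under fry 24 of 24 passed. Taking members of the DNA replication, cell cycle, S phase and G2/M phase lists out of the 6 repair lists moved the family most. Then 5 of 18 tests passed, namely homologous recombination with each hairpin (adjusted p 0.00134 for both) and the Fanconi anemia list in all 3 comparisons.

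Among the 534 genes lower with both hairpins, 7 of the 8 KEGG lists were over-represented by Fisher's exact test. DNA replication had 20 of 35 genes against 1.66 by chance (adjusted p 1.55e-17), and cell cycle had 36 of 113 against 5.36 (adjusted p 7.42e-20). Homologous recombination had 12 of 37 genes against 1.75 (adjusted p 1.14e-07), mismatch repair 9 of 22 against 1.04 (adjusted p 4.31e-07) and base excision repair 13 of 44 against 2.09 (adjusted p 1.14e-07). Fanconi anemia had 14 of 47 genes against 2.23 (adjusted p 5.24e-08) and nucleotide excision repair 11 of 54 against 2.56 (adjusted p 4.18e-05). End joining had 1 of 12 against 0.569 (adjusted p 0.442). Many genes belong to several of these lists, so the tests are not independent. No alternative tried moved a list across the threshold, and the largest adjusted p of homologous recombination was 0.0134.

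The 6 other lists gave 12 of 18 tests past the threshold by camera. S phase genes had medians of -1.55 and -2.28 over 42 genes (adjusted p 2.66e-13 and 6.63e-16), and G2/M phase genes -1.72 and -2.71 over 54 genes (adjusted p 1.40e-14 and 5.70e-19). Of the 4 genes above that the study followed, 1 is in the S phase list. The 27 p53 targets had a median of -0.32 with shTRIB3-1 (adjusted p 0.0381) and -0.02 with shTRIB3-2 (adjusted p 0.650). These medians hide members going both ways, with 7 and 13 of the 27 higher. CDKN1A (0.93 and 1.41), GDF15 (0.81 and 1.24) and PLK3 (0.92 and 1.44) rose with both hairpins. ZMAT3 (-1.42 and -1.13) and FDXR (-1.09 and -0.81) fell with both. ATF4 targets, 34 genes, had medians of -0.12 (adjusted p 0.315) and -0.46 (adjusted p 0.00112). Hepatocyte secreted proteins, also 34 genes, had medians of -0.34 (adjusted p 0.0168) and -0.13 (adjusted p 0.799). The 21 interferon-stimulated genes passed in no comparison, with medians of -0.10 and -0.16 (adjusted p 0.987 and 0.992). With an estimated correlation 8 of 18 tests passed and under fry 15 of 18. S phase and G2/M phase genes kept all their calls under both. Among tests that had passed, preranked enrichment moved p53 targets with shTRIB3-1 most, to an adjusted p of 0.649.

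**Figure D3:**
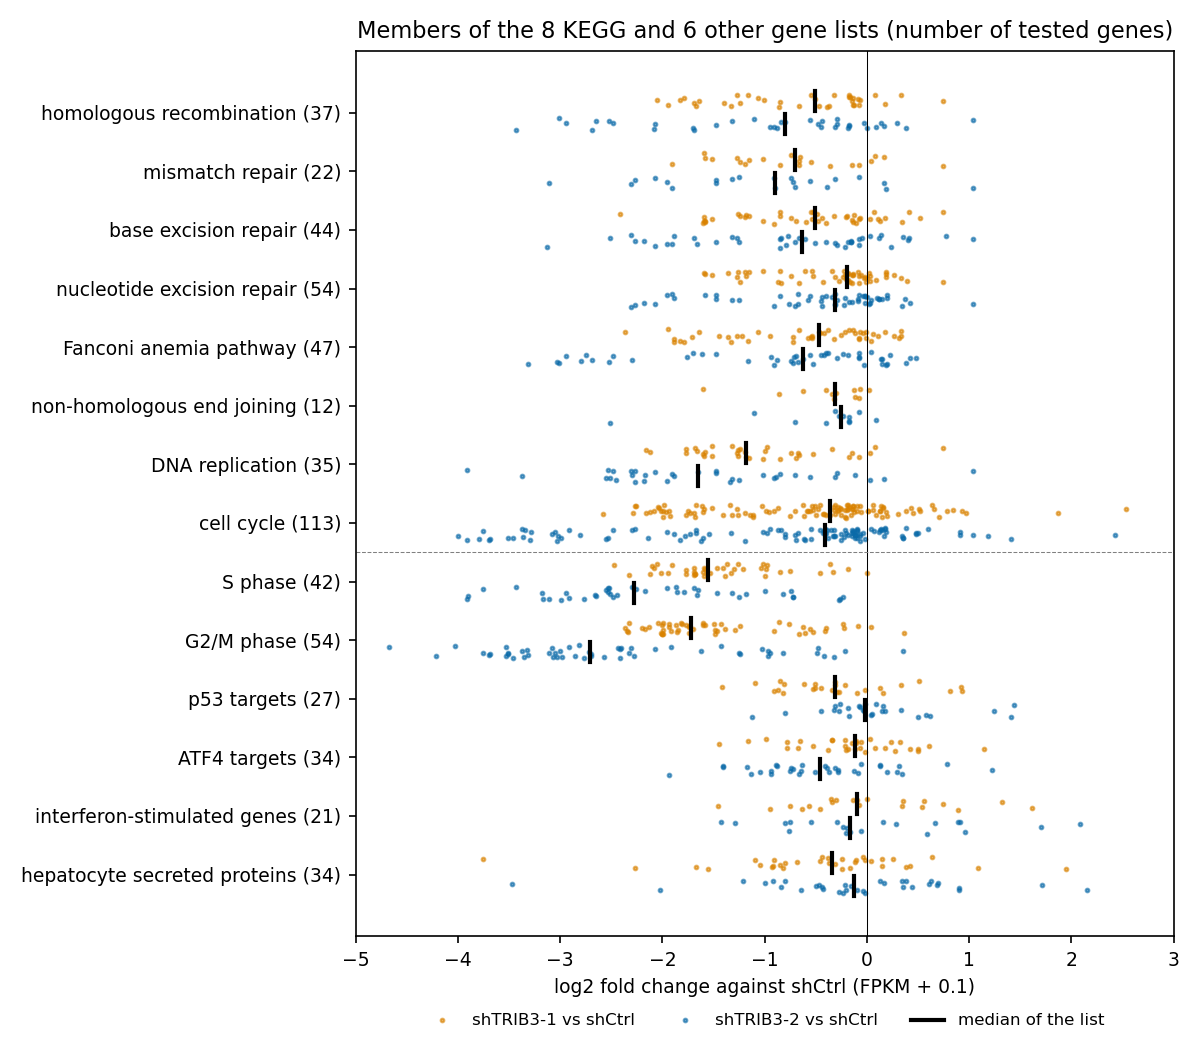
Log2 fold change against shCtrl (horizontal axis, log2(FPKM + 0.1) scale) of each tested member of the 8 KEGG and 6 other lists, in orange for shTRIB3-1 and blue for shTRIB3-2, with a black bar at each list's median. The lowest medians are those of the G2/M phase list (-1.72 and -2.71) and the S phase list (-1.55 and -2.28), and homologous recombination has medians of -0.51 and -0.80.

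The largest rises over both hairpins were in APOA4, ANXA1, SPANXB1, HSPA6 and RBP2. APOA4 (chromosome 11, 116820700 to 116823304) went from 1.97 ± 0.240 FPKM to 148 ± 3.05 and 197 ± 8.53 (SD, n = 3), log2 fold changes of 6.16 and 6.58 (limma adjusted p 2.04e-14 and 1.05e-14), and an antisense gene overlaps 43.2% of its exon bases. ANXA1 rose by 7.88 and 4.56 on the log2 scale, from 9 to 12 fragments per control library. HSPA6 rose by 6.14 and 3.87, SPANXB1 by 6.41 and 3.73 from 3 to 8 control fragments, and RBP2 by 4.99 and 4.60 from 0 to 6 control fragments. The sizes for SPANXB1 and RBP2 depend on the pseudocount, and a pseudocount of 1 gave 4.61 and 2.15 for SPANXB1 and 2.67 and 2.34 for RBP2. The size for ANXA1 depends on the processing as well. Over all alternatives it ran from 5.77 to 8.49 with shTRIB3-1 and from 2.62 to 5.15 with shTRIB3-2. SPANXB1 and HSPA6 belong to families of near-identical genes.

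The largest falls were in HAMP, SERPINA3, HP, AURKB and KIF20A. SERPINA3 (chromosome 14, 94612384 to 94624055) went from 308 ± 32.1 FPKM to 19.8 ± 0.739 and 19.98 ± 1.42 (SD, n = 3), log2 fold changes of -3.95 and -3.94 (limma adjusted p 8.34e-13 and 5.39e-13), with 31.7% of its exon bases shared with another gene on the same strand. HAMP changed by -4.46 and -4.28, and HP by -3.76 and -3.47. HPR, a near-identical relative of HP chosen after its values were seen, also fell, from 8.08 to 2.38 and 2.21 FPKM. The cell division genes AURKB (-2.32 and -4.67) and KIF20A (-2.58 and -4.38) fell further with shTRIB3-2. All 10 genes had an adjusted p under 0.05 with each hairpin.

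The hairpins were also compared directly. Limma called 234 genes between shTRIB3-2 and shTRIB3-1, with 32 higher and 202 lower in shTRIB3-2, while the 5159 genes with an adjusted p under 0.05 regardless of fold change were more often higher, with 2832 higher and 2327 lower. Among the rescalings, the direction of the 234 calls moved most under quantile normalization, to 65 higher among 264. Of the 202 lower genes, 96 were lower than control in both hairpins and 53 were higher than control in both. S phase genes were lower in shTRIB3-2 by a median of -0.71 (camera adjusted p 3.38e-15) and G2/M genes by -0.97 (adjusted p 3.51e-27, 53 of 54 lower). ATF4 targets were lower, with a median of -0.29 (adjusted p 1.67e-08). The p53 targets were higher in shTRIB3-2, with a median of 0.43 and 27 of 27 genes higher (adjusted p 4.56e-11), as were hepatocyte secreted proteins, with a median of 0.31 and 31 of 34 genes higher (adjusted p 3.08e-09). The interferon list had a median of 0.16 (adjusted p 0.799).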

Values the study reported

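The study reported 1535 genes that changed in common with both hairpins against the control hairpin, at an absolute log2 fold change above 1 and a p under 0.05.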

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

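The results here differed between the 2 hairpins when shTRIB3-2 was tested directly against shTRIB3-1, and the test of a single response of different size, and the limit of the scaling test to quantile normalization, were chosen only after the result was seen.

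Both hairpins target TRIB3, so a response to TRIB3 alone would scale with its loss. TRIB3 was lower in shTRIB3-2 than in shTRIB3-1 by a log2 fold change of -0.71, and 234 genes were called between the hairpins. In the same direction as TRIB3, BRCA1 differed by -0.86, RAD51AP1 by -0.55, CEBPB by -0.16, AURKB by -2.35 and KIF20A by -1.80. The list medians were -0.17 for homologous recombination (-0.166), -0.24 for mismatch repair, -0.12 for base excision repair, -0.08 for nucleotide excision repair (-0.0760), -0.17 for the Fanconi anemia list (-0.175), -0.48 for DNA replication, -0.10 for cell cycle, -0.71 for S phase (-0.708), -0.97 for G2/M phase and -0.29 for ATF4 targets, whose fall with shTRIB3-1 did not pass. Of 534 genes lower in both hairpins, 375 fell further with shTRIB3-2. Some genes rose further with shTRIB3-2, by 0.54 for DDIT3, 0.09 for DDX5 (0.0873) and 0.41 for APOA4. For these genes and lists a larger response to a stronger knockdown stays open, since each moved the same way against shCtrl with both hairpins and moved further with shTRIB3-2. The DDX5 difference lost its call in 4 of the 9 fits that each left out 1 library. The further fall of homologous recombination was not kept at FPKM of at least 5, where 22 genes had a median of 0.047 (adjusted p 0.249).

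Other differences went the other way. ANXA1 rose less with shTRIB3-2, by a difference of -3.33, SPANXB1 by -2.67 and HSPA6 by -2.27, and HP fell less with shTRIB3-2, by 0.29. The HP difference lost its call with all genes above 0, by voom and in 3 of the 9 fits that each left out 1 library. Of 487 genes higher in both hairpins, 214 rose more with shTRIB3-1, which is the smaller part of them. The p53 targets were higher in shTRIB3-2 than in shTRIB3-1, with a median of 0.43, and hepatocyte secreted proteins with a median of 0.31. Both lists were lower in shTRIB3-1 than in shCtrl. A single response that differs between the hairpins only in size forbids a list that is lower with the weaker hairpin and rises again with the stronger. The adjusted p of camera for the p53 targets between the hairpins was 4.56e-11, with 27 of 27 genes higher. That p-value covers only the difference between the hairpins, and the fall with shTRIB3-1 had an adjusted p of 0.0381 by camera. With shTRIB3-1, 7 of the 27 genes were higher than in shCtrl. The call of these targets against shCtrl is weak, since it was not kept with an estimated correlation (adjusted p 0.174) or in preranked enrichment (0.649), with a range of 9.74e-07 to 0.649 over all alternatives. The call of the hepatocyte list against shCtrl was likewise not kept with an estimated correlation (adjusted p 0.570). Its call between the hairpins was not kept with an estimated correlation (adjusted p 0.148) or in preranked enrichment (0.0635).

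Technical explanations were weighed for the lists. A difference in library scaling or composition shifts the genes of a library by about the same factor, and so forbids lists that move apart. Between the hairpins the p53 targets (0.43) and hepatocyte proteins (0.31) were higher while S phase (-0.71) and G2/M phase genes (-0.97) were lower, and the median of all tested genes was 0.03. Rescaling to TPM and median centring also shift a library nearly as a whole, and camera compares a list with all other genes, so they could not test this. Quantile normalization moves genes by different amounts, and under it 12 of 14 lists passed, as many as without it. Depth gives little room, since the 2 hairpin groups averaged 34431223 and 34702956 fragments. The GC content of the changed genes was not tested between the hairpins. The overlap of DDIT3, CEBPB and APOA4 with genes on the other strand, and of HP, SPANXB1 and HSPA6 with near-identical relatives, was not resolved, so these single values remain uncertain. Of the 10 splits of the 6 hairpin libraries into 3 and 3, 1 gave as many called genes, the real one, and the others called 0. For the 12 lists past the threshold, between 1 and 3 of the 10 splits gave a p-value as small. With 10 splits the share is never under 0.1, so chance cannot be told apart on this count alone.

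What stays open is whether the differences that do not follow TRIB3 come from sequences other than TRIB3 that a hairpin may also silence, from the vector preparation, or from a response to TRIB3 that is not proportional to its level. With 1 construct per level these are confounded. The p53 test above (camera adjusted p 4.56e-11 between the hairpins) decides little alone, since it also needs the weak fall against shCtrl. Of the 202 genes called lower in shTRIB3-2 than in shTRIB3-1, 96 had fallen further and 53 had risen less. A uniform change of size forbids both together, so these counts argue against it. The smaller rise of heat shock genes with shTRIB3-2 is taken up among the other observations.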

How the results depend on the processing

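Voom on the recovered fragments, and the same with all genes and unadjusted p-values, were chosen only after the data were seen. The causes of the changes below were not tested, except where the setting itself tests fewer or more genes, drops the fold threshold or shrinks the fold changes of low genes.

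The counts of called genes were 1294, 1389, 234 between the hairpins and 1021 in both. A pseudocount of 1, which shrinks the change of low genes, gave 780, 888, 84 and 590. The filter at FPKM of at least 5, with fewer genes tested, gave 745, 801, 126 and 593. With all genes above 0, shTRIB3-1 had 1999 calls, the hairpins differed in 417 and 1361 genes were called in both. With no fold threshold the counts were 8379, 8552, 5159 and 7029. Voom with all genes and unadjusted p-values gave 4390, 3835, 1787 and 2564. Every other count was within 1.5 times the main value. Leaving out each library in turn gave 1258 to 1333, 1385 to 1426, 234 to 247 and 1000 to 1053. The balance of higher and lower calls turned under some settings. Of the calls with shTRIB3-1, 607 were higher and 687 lower, against 687 and 576 under median centring, 1085 and 914 with all genes above 0, and 2777 and 1613 by voom with all genes and unadjusted p-values. With shTRIB3-2, where 683 were higher and 706 lower, the same settings gave 754 and 644, 1011 and 930, and 2189 and 1646, quantile normalization gave 695 and 644, and leaving out replicate 2 of shTRIB3-2 gave 706 and 679. For genes called in both, 487 higher and 534 lower, they gave 537 and 463, 682 and 679, and 1489 and 1075, while quantile normalization gave 454 and 494. Quantile normalization moved the higher calls between the hairpins from 32 of 234 to 65 of 264. Rescaling to TPM moved the median of all tested genes to -0.11 with shTRIB3-1, where it was -0.06.

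The correlation of the hairpins, 0.894, was 0.849 with all genes above 0, 0.904 at FPKM of at least 5, 0.899 with a pseudocount of 0.01, 0.879 under quantile normalization and 0.898 by voom. It ran from 0.890 to 0.896 with 1 library left out. TRIB3, BRCA1, RAD51AP1 and PARP1 kept their direction and an adjusted p under 0.05 against shCtrl under every alternative. TRIB3 with shTRIB3-1, just short of the fold threshold of 1, passed it under TPM (-1.04).

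SESN2 lay near the threshold. With shTRIB3-1 it lost its call with all genes above 0 and without the variance trend (-0.144 in both), under quantile normalization (-0.112) and median centring (-0.0644), and ran from -0.208 to -0.111 with 1 library left out. With shTRIB3-2 it passed at FPKM of at least 5 and with only the 2 groups compared (-0.124 in both), under TPM (-0.147) and by voom (-0.124), and ran from -0.1502 to -0.0976 with 1 library left out. Between the hairpins it turned to -0.00254 under quantile normalization and -0.00771 under median centring, and ran from -0.0124 to 0.0845. CEBPB with shTRIB3-1 lost its call under median centring (-0.0403). DDX5 between the hairpins lost its call with all genes above 0 and without the trend (0.0873 in both) and under median centring (0.0589), and ran from 0.0608 to 0.102 with 1 library left out. It did not pass without replicate 1 of shTRIB3-1 (adjusted p 0.143) or without replicate 1, 2 or 3 of shTRIB3-2 (0.0583, 0.0713 and 0.0998). HP between the hairpins kept its direction but lost its call with all genes above 0 (adjusted p 0.0649), by voom (0.0592), without replicate 1 of shTRIB3-1 (0.0631) and without replicate 1 or 3 of shTRIB3-2 (0.0664 and 0.0631). RBP2 between the hairpins passed with a pseudocount of 1 (-0.334, adjusted p 0.0124) and with only the 2 groups compared (-0.39, adjusted p 0.00679). Values near 0 between the hairpins changed sign. PARP1 became 0.0231 under TPM and ran from -0.0217 to 0.0119, SERPINA3 became -0.0106 under quantile normalization and -0.0163 under median centring and ran from -0.0454 to 0.0448, and HAMP ran from -0.182 to 0.361.

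Among KEGG lists, the filter at FPKM of at least 5 raised the adjusted p of end joining to 0.0580 and 0.0687 and of homologous recombination between the hairpins to 0.249. The median of the 22 homologous recombination genes left was then 0.047 between the hairpins. An estimated correlation gave 0.131 and 0.115 for end joining, 0.0660 for cell cycle with shTRIB3-1, and between the hairpins 0.0670 for homologous recombination and 0.0600 for nucleotide excision repair. Preranked enrichment gave 0.0598 and 0.0974 for end joining. Fry added end joining between the hairpins (0.00313).

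Lists without cell cycle members lost 12 of 17 calls, with fewer genes per list. Mismatch repair, left with 5 genes, had adjusted p-values of 0.325, 0.276 and 0.539 with shTRIB3-1, with shTRIB3-2 and between the hairpins. In that order, base excision repair had 0.0988, 0.0825 and 0.456, and nucleotide excision repair 0.142, 0.142 and 0.779. End joining had 0.141 and 0.117, and homologous recombination between the hairpins had 0.0623.

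Among the other lists, an estimated correlation raised the adjusted p of p53 targets with shTRIB3-1 to 0.174, of hepatocyte proteins with shTRIB3-1 to 0.570 and between the hairpins to 0.148, and of ATF4 targets with shTRIB3-2 to 0.0542. Preranked enrichment gave 0.649, 0.379, 0.0635 and 0.253 for the same tests. With only the 2 groups compared, p53 targets with shTRIB3-1 had 0.0501. Fry added ATF4 targets with shTRIB3-1 (2.51e-06), p53 targets with shTRIB3-2 (2.40e-05) and hepatocyte proteins with shTRIB3-2 (0.0331), the last of which changed direction in preranked enrichment (0.936). The interferon list never passed, and its direction with shTRIB3-2 turned with all genes above 0 (0.665), under fry (0.235), with a pseudocount of 1 (0.995), with only the 2 groups compared (1.00), under TPM (0.961) and in preranked enrichment (0.359). Leaving out 1 library gave 0.942 to 0.995. With shTRIB3-1 it turned under TPM (0.961) and in preranked enrichment (0.716), and between the hairpins at FPKM of at least 5 (0.427). No over-representation call changed.

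Depth limits the genes with few fragments. ASNS had 4 to 38 fragments per library, and HAMP had 5 to 13 in the knockdown libraries. In the control libraries RBP2 had 0 to 6, SPANXB1 3 to 8 and ANXA1 9 to 12. Apart from ASNS with shTRIB3-1 (adjusted p 0.611), the direction of these genes is firmer than the size of their change.

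The libraries share replicate numbers across groups, but nothing shows that a number marks a shared batch. The deviations of same-numbered libraries correlated between -0.0742 and 0.0933, so the numbers do not pair the samples. With the replicate number as a replicate block, all 1294, 1389, 234 and 1021 calls were shared, 0 list calls changed, and 1 single gene result did, SESN2 with shTRIB3-2 (-0.124).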

Other observations

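The division of the repair lists into 2 parts, the test of the mitochondrial share and the limit of the scaling test to quantile normalization were chosen only after the result for all repair lists was seen, the lists of acute-phase, heat shock and cancer-testis genes were written after the largest changes were seen, and the interferon and cancer-testis tests were judged undecided only once their values were known.

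The repair lists fell along with S and G2/M phase genes, whose medians were -1.55 and -1.72 with shTRIB3-1 and -2.28 and -2.71 with shTRIB3-2. Were the fall confined to the DNA replication, cell cycle, S phase and G2/M phase lists, repair genes outside them would not fall. The 125 members outside had medians of -0.22 and -0.29, against -0.79 and -1.08 for the 32 members inside. Of 10000 random lists matched on expression, at most 0.06% had a median as low. The 57 members of the homologous recombination and Fanconi anemia lists outside had medians of -0.42 and -0.48, and at most 0.02% of random lists were as low. The 68 members of the other 4 lists had medians of -0.18 with each hairpin, and at most 1.95% of random lists were as low. These values argue against the genes named in the 4 cycle lists as the whole source. They leave open genes that follow the cell cycle but are missing from those lists, and the single lists other than homologous recombination and Fanconi anemia did not pass camera without their cycle members, with adjusted p-values against shCtrl of 0.0825 to 0.325. Fewer dividing cells may therefore account for much of the fall in base excision, nucleotide excision, mismatch and end joining genes. The same stays open for homologous recombination and Fanconi anemia. Of their 57 members outside, 48 and 44 were lower with shTRIB3-1 and shTRIB3-2. BRCA1 (-1.83 and -2.69), FANCD2 (-1.89 and -3.03) and FANCI (-2.37 and -3.32) fell at least as far as the S phase medians. RAD50 (-0.12 and 0.09), PALB2 (-0.07 and -0.02) and MUS81 (0.34 and 0.38) did not. The study reported slower growth of HepG2 cells after TRIB3 knockdown. No library here measures the cell cycle directly.

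Technical explanations of the lower repair lists were also tested. Of 12 camera tests of the 6 repair lists against shCtrl, 12 passed under quantile normalization. With shTRIB3-1 it moved the repair median from -0.32 to -0.28 and that of all tested genes from -0.06 to -0.01. These shifts were nearly alike, so the 12 passes test little. Scaling or composition moves the genes of a library about alike. The repair medians (-0.32 and -0.39) lay below those of all tested genes (-0.06 and -0.03), which argues against scaling or composition as the whole source. Mitochondrial genes took a larger share of the fragments with the hairpins (6.60% and 6.78%, against 5.57%). FPKM is scaled by fragments, so a larger mitochondrial share of the fragments lowers all other genes by the same factor, here a log2 shift of -0.02 with each hairpin. The 157 repair genes had medians of -0.32 and -0.39, and 0% of 10000 random lists matched on expression were as low. After a trend on GC content and gene length was removed, which explained 1.48% and 0.983% of the variance, 0% of 10000 random lists were as low as the repair genes, all of which had values for both. Depth differed by a ratio of 1.06. These values argue against scaling, the mitochondrial share, and GC content or length as the whole source. A dependence on TRIB3, directly or through slower division, is a hypothesis found and tested on the same libraries.

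An interferon response to the hairpin vectors was tested with 21 interferon-stimulated genes. The smaller adjusted p of camera was 0.987, but this does not exclude a partial response. With shTRIB3-1, 9 members were lower and 8 higher at an adjusted p under 0.05, and with shTRIB3-2 these were 11 and 9. Members going both ways leave a median near 0 that decides nothing, so such a response cannot be told apart from none.

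HAMP, SERPINA3 and HP are acute-phase genes, made by liver cells during inflammation. A lower acute-phase program is a candidate explanation, and 20 other acute-phase genes fell as a list, with medians of -1.11 and -0.84, 20 and 19 genes lower, and a larger adjusted p of 1.33e-05 by camera. Fry gave 1.42e-07 and 3.97e-07, but an estimated correlation gave 0.106 and 0.107. The list was higher in shTRIB3-2 than in shTRIB3-1 for 16 of 20 genes (median 0.32, adjusted p 0.00152 by camera, 2.03e-04 by fry and 0.212 with an estimated correlation), the reverse order of the TRIB3 knockdown. Another 23 hepatocyte proteins did not fall, with medians of -0.04 and 0.38. With shTRIB3-2, 17 of 23 were higher than in shCtrl (adjusted p 0.00426 by camera and 0.349 with an estimated correlation). All 23 were higher in shTRIB3-2 than in shTRIB3-1 (median 0.30, adjusted p 5.96e-09 by camera and 0.107 with an estimated correlation). A higher level in shTRIB3-2 than in shTRIB3-1 was therefore not particular to acute-phase genes. Which signal is lower was not tested.

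HSPA6 is a heat shock gene, and CRYAB, chosen after its values were seen, rose from 2.80 to 124 and 23.5 FPKM. A heat shock response may underlie these rises, since 24 other heat shock factor 1 targets rose as a list, with medians of 0.74 and 0.27, 24 and 19 genes higher, and a larger adjusted p of 0.00335 by camera. HSPA1A, also chosen after its values were seen, went from 80.4 to 678 and 172 FPKM. The list was lower in shTRIB3-2 than in shTRIB3-1 for 24 of 24 genes (median -0.56, adjusted p 3.24e-16 by camera), the reverse order of the TRIB3 knockdown. Between the hairpins fry gave 1.86e-07 and an estimated correlation 0.0813, which did not pass. Fry gave 6.23e-08 and 1.71e-05 against shCtrl, and an estimated correlation 0.106 and 0.345. An effect of handling or of the hairpin vectors could not be separated from one of TRIB3, as each group is 1 construct.

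SPANXB1 is an X-linked cancer-testis gene, and a release of such genes may be considered. The test did not show it in both hairpins. Over 31 other genes of this kind the adjusted p of camera was 0.0499 with shTRIB3-1, with 23 genes higher, and 0.972 with shTRIB3-2, with 19 higher. Fry gave 5.27e-05 and 0.885, and an estimated correlation 0.107 and 0.977. The list was lower in shTRIB3-2 than in shTRIB3-1 (median -0.12, adjusted p 0.00270 by camera and 4.58e-05 by fry). This was not kept with an estimated correlation (adjusted p 0.0813). Only 3 of the 31 reached a mean of 1 FPKM in any group, so the list is close to the floor. A release with both hairpins cannot be told apart from none, and a small rise with shTRIB3-1 alone stays open.

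Other splits of the libraries were counted. For shTRIB3-1 and shTRIB3-2 against shCtrl, 1 of 10 splits of the 6 libraries gave as many called genes, the real one, and the others called 0. Over the lists past the threshold, the number of splits with a p-value as small was at most 4 of 10 with shTRIB3-1, where 8 of 12 lists had only the real split, and at most 2 of 10 with shTRIB3-2, where 9 of 11 did. A share under 0.1 cannot be reached with 10 splits. Of 100 assignments of the 9 libraries to 3 groups, drawn from 840, 2 gave as many genes called in both contrasts. The other one, with 1140 genes, kept the 3 controls together and mixed the hairpins.

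The number of genes called in both hairpins in the same direction was 1021 here. That is lower than the value quoted from the study above. The gap depends on the genes tested, since all genes above 0 gave 1361. On the filtered genes, unadjusted p-values alone gave 1021 and voom alone gave 1078. Voom with all genes and unadjusted p-values, which changes the genes, the model and the p-values together, gave 2564. The last of these is higher than the quoted value.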
